A study of Mus musculus with 24 samples.

How the data were processed

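The data are RNA sequencing counts from mouse otocyst epithelium, pooled by genotype within each litter. Per the labels, RNA was poly(A)-selected and libraries were stranded. The deposited table holds raw read counts per gene, as whole numbers, for 15736 Ensembl genes. Its unit was checked on the values: every column holds whole numbers, and the column totals differ. The authors did not state the aligner, the counting tool, the genome build, the annotation release or a filter on genes. The lowest total of a gene over the whole table was 100 counts. Gene symbols, positions and gene types were taken from GENCODE M21 on GRCm38, which need not be the build the authors used. Of the genes, 15522 had a symbol there and 214 did not.

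Columns were joined to samples through the library numbers in the sample titles. Of 24 samples, 22 had a column. The 2 samples without one belong to the E9.75+12h exposure, and 2 columns named no sample. Those columns were not used in any step, so that exposure has 3 litters where the other exposures have 4. Groups were taken from the genotype and the doxycycline exposure in the labels and were never changed on the basis of a measured value. A litter is a pregnant female. The date or number shared by a con and an R2b title gave the litter, and the labels state that each female gave a con pool and an R2b pool. The pairing was also checked on the values, as the correlation across genes of each library's deviation from its group mean. Same-litter r was -0.13, -0.28 and -0.29 at E9.75+12h, 0.47, 0.58, 0.82 and 0.80 at E9.25+24h, and -0.14, 0.39, 0.33 and 0.28 at E10.25+24h. At E9.75+12h each same-litter r was below those of the same con pool with the R2b pools of other litters, which were -0.12 to 0.34. The values do not support the pairing of that exposure, which rests on the labels alone. The litter block and the litters left out there rest on it too. Genes are not independent replicates, and no p-value was attached to these correlations. Each exposure was sequenced under its own request, so levels in different exposures cannot be separated from the request. R2b was therefore compared with con within an exposure, and only the resulting effects were compared between exposures.

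Library totals ranged from 18.7 to 28.2 M counts. At this depth the spread between litters was larger than counting error: over 30 pairs of libraries of the same group, chi-square per degree of freedom was 5.43 to 43.8 across genes with a mean of at least 20 counts. The reads carry no molecular identifiers, so a count is not a count of independent molecules. None of the 30 pairs of the same group was a duplicate. Pairs across groups, and the 2 columns that named no sample, were not compared in this way. Intervals and floors from counts alone cover counting error only, and SDs and SEs are between litters. CPM values are counts divided by the library size in M counts, scaled by trimmed mean of M-values (TMM) factors.

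Differential expression was tested in edgeR 4.0.16 under R 4.3.3, with filterByExpr, TMM, estimateDisp, glmQLFit and glmQLFTest. Each exposure was fitted alone with 2 group means. A gene is named as called when its Benjamini-Hochberg adjusted p (FDR) was under 0.05. The difference of effects between exposures was tested as a contrast of 6 group means in all 22 libraries. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The prior count of fitted fold changes was 0.125. Fgfr2 and Ighg1 were also compared by a two-sided exact permutation test of log2 CPM (prior count 2).

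Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, both two-sided, adjusted over the 27 combinations of 9 lists and 3 exposures. The lists are FGF readout genes (14), FGF ligands and receptors (8), otic regional genes (34), otic neurogenic genes (15), p53 targets (12), and markers of blood (12), mesenchyme (12), endothelium (12) and hindbrain neural tube (13). A list of 5 sex-linked genes was only described. No gene is in more than 1 list, and none of the 9 was chosen from these libraries. Differences of list effects were adjusted over 18 tests. The lists, the comparisons, the tests, the rule for naming genes and the first set of alternatives were fixed before the data were examined. That plan assumed 8 libraries at E9.75+12h, where 6 could be used.

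The genes named are Fgfr2, every FGF readout gene, and list members with an FDR under 0.05 in the exposure (at most 3 per list, smallest FDR first). To these come, per exposure, the 3 called genes with the largest rise and the 3 with the largest fall, given a mean log2 CPM of at least 1 and the same sign in every litter. A gene that met this rule is not reported here. Ighg1 at E10.25+24h, Cenpf and the lists of G2/M phase and S phase genes were chosen after values were seen.

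The alternatives were median-of-ratios size factors, no filter on low counts, a mean CPM of at least 1, the litter as a block, robust dispersion, all libraries in one fit, the libraries of the 2 compared exposures alone, DESeq2 1.42.0, a fold change of at least 1.5, and each library left out. Leaving out whole litters from the single-exposure and between-exposure fits, with and without the litter block, was chosen after seeing the data. Every litter was treated alike in this.

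The steps were tested on simulated data, with 200 genes changed by 2-fold among negative binomial counts drawn from the measured means and dispersions, 5 times per fit. The dispersions came from fits with the litter block. Every litter of an exposure got the same change and no litter effect, so recovery is not shown for effects that differ between litters. The single-exposure fits tested 14795 to 15259 genes and recovered on average 74.2% to 94.2% of the changed genes. The contrasts between exposures tested 15653 to 15672 genes and recovered 69.7% to 74.9%. The mean share of false calls was 4.12% to 8.11%, above the nominal 5% in the single-exposure fits. A limit of 10% false calls had been set for a single simulation and was passed by 1 fit in the first draws. It was then applied to the mean of 5 simulations, of which the highest single value is 10.1%.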

Results

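Stranded poly(A) RNA sequencing was done on the epithelium of the mouse otocyst, the vesicle that forms the inner ear. Control embryos (con) carried the doxycycline-dependent activator rtTA alone. Experimental embryos (R2b) also carried a tetO transgene for a soluble dominant-negative form of the receptor FGFR2b. Pregnant females received doxycycline at 1.5 mg/kg by injection and then 200 mg/kg in chow. Exposure lasted 12 hours from embryonic stage E9.75 (E9.75+12h), 24 hours from E9.25 (E9.25+24h), or 24 hours from E10.25 (E10.25+24h). The first 2 exposures ended at E10.25 and the last at E11.25. Each litter gave a pool of con and a pool of R2b otocysts. Counts were available for 3 litters at E9.75+12h and 4 litters at each of the other exposures, 22 libraries in all. Library totals were 20.9 ± 2.75 M counts (SD, n = 6) at E9.75+12h, 20.9 ± 1.02 M (SD, n = 8) at E9.25+24h and 23.2 ± 2.98 M (SD, n = 8) at E10.25+24h. The mitochondrial share was 4.00% to 6.69% at E9.75+12h, 1.53% to 1.70% at E9.25+24h and 1.88% to 2.85% at E10.25+24h.

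The first comparison asked whether the transgene was induced in R2b and silent in con. The secreted protein joins the ligand-binding part of FGFR2b to an immunoglobulin heavy chain constant region, so its reads fall in Fgfr2 and Ighg1, and reads of the endogenous Fgfr2 cannot be told from them. Fgfr2 (ENSMUSG00000030849, protein-coding, minus strand of chromosome 7, 130162451 to 133123350, GRCm38) was at 154 ± 6.23 CPM in con and 1134 ± 408 CPM in R2b at E9.75+12h (SD, n = 3 each), a log2 fold change of 2.89 (SE 0.22, edgeR FDR 8.06e-05) with 3 of 3 litters higher. The two-sided exact permutation p was 0.1, the smallest that 3 against 3 can give. At E9.25+24h it was at 141 ± 11.5 and 1558 ± 254 CPM (SD, n = 4 each), a log2 fold change of 3.47 (SE 0.12, edgeR FDR 2.38e-06) with 4 of 4 litters higher. The exact permutation p was 0.0286, the smallest that 4 against 4 can give. Ighg1 (ENSMUSG00000076614, an immunoglobulin constant-region gene on the minus strand of chromosome 12, 113325240 to 113330523) had 19 to 36 counts in the con libraries and 19414 to 76096 in the R2b libraries at E9.75+12h. At E9.25+24h it had 1 to 5 counts in con and 26082 to 42515 in R2b. Its fitted log2 fold changes of 10.35 and 13.49 depend on the prior count, given the low con counts.

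At E10.25+24h the transgene did not separate the libraries by label. Ighg1 had 15754, 28, 5106 and 16 counts in the libraries labelled con of litters 1 to 4, and 1504, 25248, 23658 and 19155 in those labelled R2b. In litter 1 it was thus at 701 CPM in the library labelled con and 56.3 CPM in the library labelled R2b. Fgfr2 was at 907, 236, 415 and 215 CPM in the libraries labelled con and at 323, 1264, 899 and 1004 CPM in those labelled R2b. The means were 443 ± 322 and 872 ± 397 CPM (SD, n = 4 each), a log2 fold change of 0.98 (SE 0.52, edgeR FDR 1) that was within the spread between litters, with 3 of 4 litters higher. The two-sided exact permutation p was 0.171. Left out in turn, litter 1 moved the Fgfr2 value most, to 1.89 (FDR 0.0756), and without litter 2 it was 0.53. With the litter as a block as well, litter 1 left out gave 1.94 with an FDR of 0.0208, against a range of 0.0208 to 1 over all alternatives. All libraries were kept under their labels in every group mean.

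**Figure D1:**
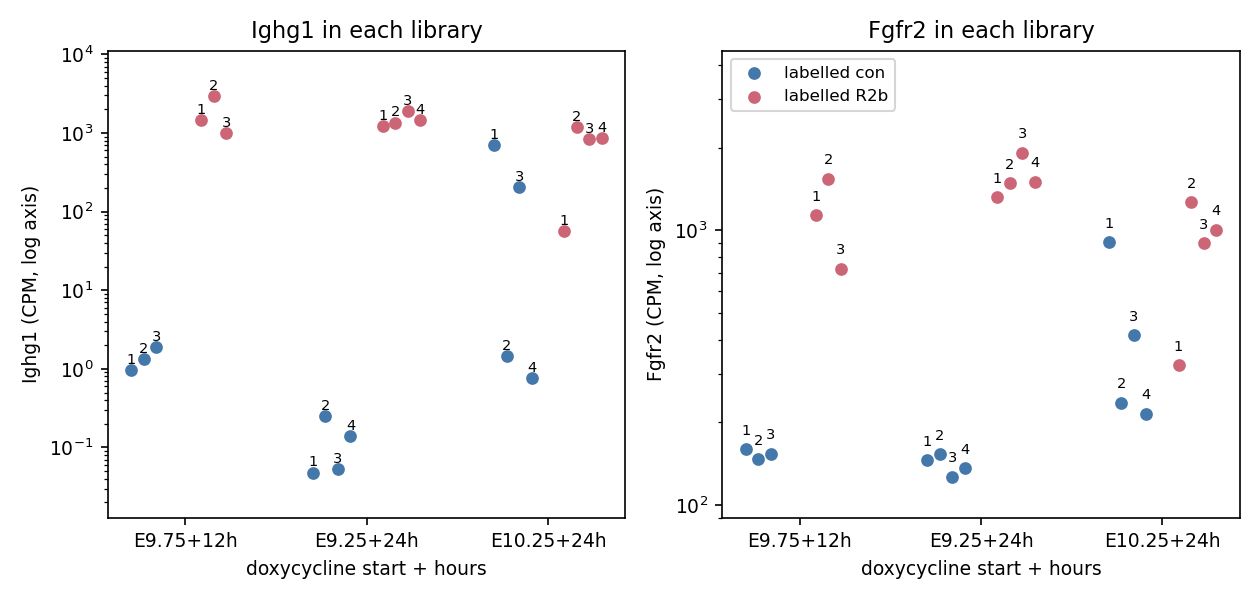
CPM of Ighg1 and Fgfr2 (log axes) in each of the 22 libraries by doxycycline exposure, coloured by label, with the litter number beside each point. Con and R2b libraries do not overlap at E9.75+12h and E9.25+24h, while at E10.25+24h the library labelled con of litter 1 (Ighg1 at 701 CPM) lies above the library labelled R2b of litter 1 (56.3 CPM).

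The E9.75+12h comparison asked which transcripts had changed by 12 hours after induction. Of 14882 genes tested, 2973 were called, 1518 higher and 1455 lower in R2b, with a median absolute log2 fold change of 0.61. With a fold change of at least 1.5 required as well, 1580 genes remained, 984 higher and 596 lower. The litter block gave 1775 calls, of which 1760 were among the 2973, all with the same sign. All libraries in one fit gave 4560 calls, of which 2631 were among the 2973. The number depended on single pools. It was 1618 without the con pool of litter 1, 1545 without that of litter 2, 1255 without the R2b pool of litter 1, 4583 without that of litter 2 and 1860 without that of litter 3. It was 434 without litter 1 and 1769 without litter 3. The lowest value, 267, came from the litter block without litter 1. Ighg1, Man1a and Fgfr2 rose most among the genes that met the naming rule. Man1a (ENSMUSG00000003746, chromosome 10) went from 10.8 ± 3.16 to 107 ± 50.3 CPM (SD, n = 3 each), a log2 fold change of 3.31 (SE 0.31, FDR 3.35e-04). The largest falls were Gm6166, Bex4 and Etv4. Gm6166 (a processed pseudogene, whose reads may be shared with near copies) had a log2 fold change of -3.53 (SE 1.03, FDR 0.0341) that rested on 1 con pool: litter 3 was at 32.9 CPM, and without it the value was -0.55 (FDR 0.356). Bex4 had a log2 fold change of -3.45 (SE 1.05, FDR 0.0393) that rested on the con pool of litter 2 at 49.4 CPM, without which it was -0.25 (FDR 0.643). With the litter block neither was called (FDR 0.136 and 0.179), and FDR ranged from 0.0171 to 0.616 for Gm6166 and from 1.2e-13 to 0.643 for Bex4 over all alternatives.

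The E9.25+24h comparison asked the same after 24 hours with the same end stage. Of 14979 genes tested, 2335 were called, 1362 higher and 973 lower, with a median absolute log2 fold change of 0.45. With a fold change of at least 1.5, 916 remained. The litter block gave 6086 calls, which included all 2335. Again the number depended on single pools. It was 1394 without the con pool of litter 3, 816 without the R2b pool of litter 1 and 934 without that of litter 2. It was 322, 460 and 1117 without litters 1, 2 and 3 in turn. With the litter block it moved less, to 4715, 4450, 4602 and 6161 without litters 1 to 4, against 6086. The balance of higher and lower calls moved too, from 1362 and 973 to 3071 and 3015 with the block, 254 and 68 without litter 1, and 766 and 150 with a fold change of at least 1.5. Ighg1, Fgfr2 and Man1a had the largest rises. Man1a went from 12.3 ± 2.65 to 110 ± 9.76 CPM (SD, n = 4 each), a log2 fold change of 3.16 (SE 0.15, FDR 2.10e-05). Among the largest falls were Etv4 and Gchfr, the latter at -2.45 (SE 0.31, FDR 0.0022), both lower in 4 of 4 litters.

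The E10.25+24h comparison asked for the effect 1 embryonic day later. None of 15203 genes was called, and 175 had an unadjusted p under 0.05. No gene was called without any single library, or without any single litter in the unblocked fit, where 2430 genes had an unadjusted p under 0.05 without litter 1. With the litter block and litter 1 left out, 614 genes were called, 424 of them higher in the libraries labelled R2b. With the block and litter 2, 3 or 4 left out, 0 were called, with 104, 182 and 98 genes at an unadjusted p under 0.05. In simulated data of this exposure, 80.7% of genes changed by 2-fold were recovered. Those data held no litter effect and the same change in every litter, unlike the measured litters. The value therefore does not show that 2-fold effects would have been called here.

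The FGF readout list holds 14 genes whose transcription is known to follow FGF signalling. At E9.75+12h its median log2 fold change was -1.35, and 12 genes were lower, all of them called. Adjusted over the list alone, 13 were called, 12 lower and 1 higher. Camera gave an FDR of 6.14e-14 and fry 0.0112. At E9.25+24h the median was -1.24, with 12 lower genes called and Flrt3 called higher. Adjusted over the list alone the same number, 13, was called. Camera gave 1.1e-18 and fry 0.00236. Etv5 fell from 95.5 ± 2.49 to 18.6 ± 11.5 CPM at E9.75+12h (SD, n = 3 each), a log2 fold change of -2.36 (SE 0.31, FDR 8.86e-04). At E9.25+24h it fell from 113 ± 5.18 to 21.2 ± 8.48 CPM (SD, n = 4 each), a log2 fold change of -2.42 (SE 0.25, FDR 9.98e-04). Etv4 had log2 fold changes of -2.54 (SE 0.40, FDR 0.00208) and -2.81 (SE 0.47, FDR 0.00752), Spred3 of -2.13 (SE 0.31, FDR 0.0014) and -2.25 (SE 0.14, FDR 1.28e-04), and Dusp6 of -1.78 (SE 0.17, FDR 3.47e-04) and -1.67 (SE 0.25, FDR 0.00441), in that order of exposures. Without litter 1 or 2 at E9.25+24h Etv4 was not called (FDR 0.0706 and 0.074), and neither was Dusp6 without litter 2 (0.0514). Spry1, Spry2, Spry4, Spred1, Spred2, Dusp4, Etv1 and Il17rd fell in both, by log2 values between -0.35 and -1.68. All were called in both. Several of these calls were lost when 1 litter was left out, which also lowers the power. Spry4, Dusp4, Etv1 and Il17rd were lower in every litter of both exposures. In litter 3 of E9.75+12h, however, the log2 differences of Dusp4 and Il17rd were only -0.133 and -0.0415. At E9.75+12h, leaving out litter 1 gave FDRs of 0.0525 for Spry4, 0.281 for Dusp4, 0.102 for Etv1 and 0.285 for Il17rd, and leaving out litter 2 gave 0.0664 for Dusp4 and 0.0819 for Il17rd. At E9.25+24h, without litters 1, 2 and 3 in turn, FDRs were 0.141, 0.175 and 0.0861 for Spry4, 0.18, 0.181 and 0.0546 for Etv1, and 0.166, 0.164 and 0.115 for Il17rd. Il17rd was not called at E9.75+12h with the litter block (FDR 0.0749, range 0.00468 to 0.38), and neither was Spred1 with the block and litter 1 left out (FDR 0.0664, range 7.91e-09 to 0.0664). With single libraries left out, the highest FDRs were 0.114 for Dusp4, 0.0502 for Etv1 and 0.12 for Il17rd at E9.75+12h, and 0.137 for Spry4, 0.107 for Etv1 and 0.0868 for Il17rd at E9.25+24h. Flrt3 rose by 0.36 (FDR 0.0994, and 0.0412 without litter 3) and 0.71, and Egr1 by 0.67 and 0.83. Egr1 was called only at E9.25+24h with the block (FDR 0.0094, range 0.0094 to 0.535). With the litter block, camera kept both list calls, while fry at E9.75+12h gave an FDR of 0.112.

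At E10.25+24h the median of the FGF readout list was -0.35, with 12 of 14 genes lower and 0 called, over all genes or adjusted over the list alone. Camera gave an FDR of 0.00274 and fry 0.752. The litter medians were 1.33 in litter 1 and -0.95, -0.49 and -1.03 in litters 2 to 4. They ran from -1.79 to -0.98 at E9.75+12h and from -1.45 to -0.95 at E9.25+24h. Without litter 1 the list median at E10.25+24h was -0.86 (camera FDR 3.1e-17, fry FDR 0.0167), with 0 genes called over all genes and 13 adjusted over the list alone. Without litter 2 it was -0.18 (camera FDR 0.544), and without litter 4 it was -0.11 (camera FDR 0.339). With the block and litter 1 left out, 11 genes of the list were called, all lower, while the fry FDR of the list was 0.084.

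**Figure D2:**
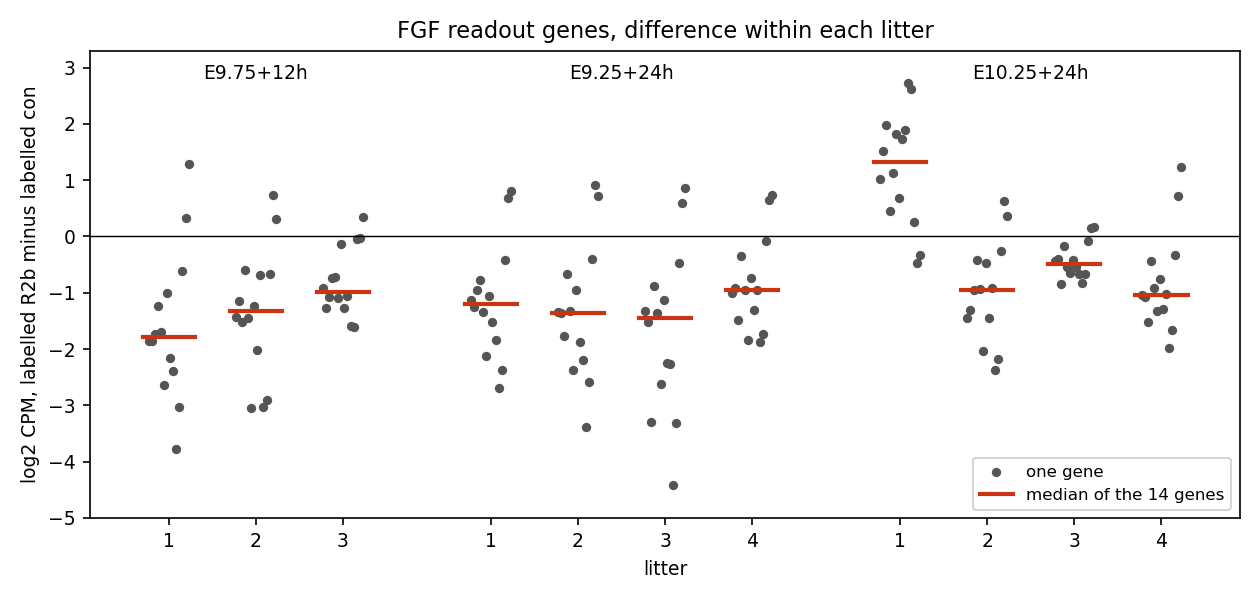
Difference in log2 CPM between the library labelled R2b and the library labelled con of each litter, for the 14 FGF readout genes (points) and their median (red line). Medians are between -1.79 and -0.49 in 10 of the 11 litters and 1.33 in litter 1 of E10.25+24h.

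The exposures that ended at E10.25 were compared for shared genes. Of 14611 genes tested in both, 1295 were called the same way, 726 higher and 569 lower, and 0 in opposite directions, where 235 would be expected if the calls were independent. Leaving out the litters of the same number in both gave 118, 325 and 527 genes for litters 1 to 3. Without litter 4 of E9.25+24h, and with all 3 litters of E9.75+12h kept, it was 1193. Across genes, which are not independent replicates, the Spearman correlation of log2 fold changes was 0.687. With Fgfr2 and Ighg1 removed, 1293 of these genes served as a reference in the litters of E10.25+24h. There, 7.66% had the same direction in litter 1, 97.5% in litter 2, 90.4% in litter 3 and 92.4% in litter 4. In the fit of all 4 litters 97.1% had the same direction, and without litter 2 it was 79.6%. With the litter block and litter 1 left out, 331 of the 614 called genes were reference genes. All 331 had the same direction, where 52.2 reference genes would be expected if independent. With the block and litter 2, 3 or 4 left out, 0 genes were called. No gene was called the same way in all 3 exposures, and 46 had an unadjusted p under 0.05 the same way in all 3, where 4.61 would be expected if independent.

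**Figure D3:**
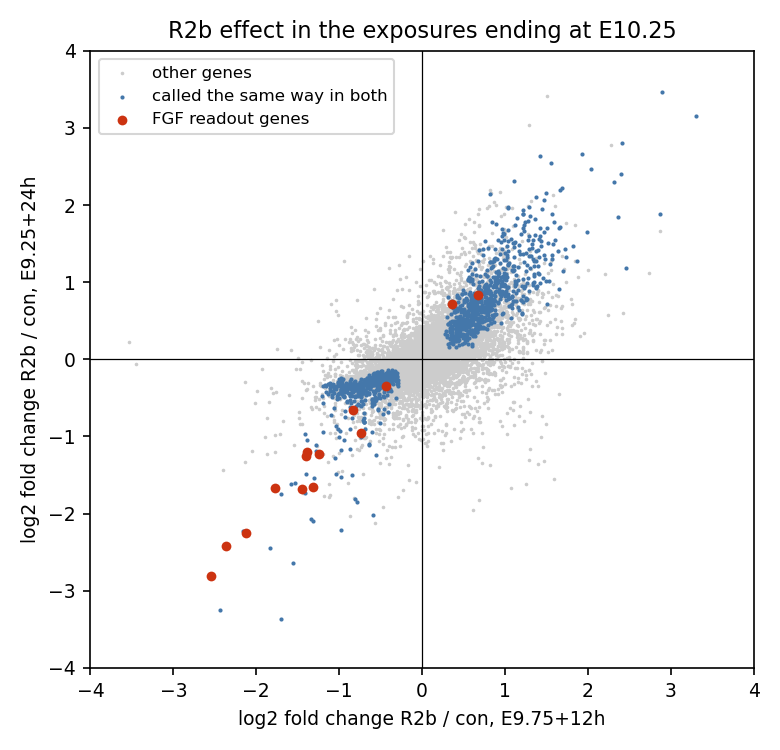
Log2 fold change of R2b over con at E9.75+12h (horizontal) and at E9.25+24h (vertical) for the 14611 genes tested in both, of which 2 lie outside the axes. The 1295 genes called the same way in both and the 14 FGF readout genes are coloured.

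The difference between effects was tested itself. Between E9.25+24h and E9.75+12h, 0 of 15688 genes differed at an FDR under 0.05, and 1908 did at an unadjusted p under 0.05. Between E10.25+24h and E9.25+24h it was 0 genes, with 1344 at an unadjusted p under 0.05. DESeq2 called 99 and 73 genes. For the first contrast, 1147 genes were called without the R2b pool of litter 2 at E9.75+12h and 1062 without that litter. There, 12 were called without the R2b pool of litter 3 and 21 without that litter. Without litter 1 of E10.25+24h, which enters through the shared dispersion, 24 were called. With the litter block as well, the counts without these litters in turn were 1899, 49 and 316, against 0 with every litter kept. For the second contrast, at E10.25+24h, 84 were called without the R2b pool of litter 2 and 69 without that litter. It was 15 and 10 without the con pools of litters 2 and 4, and 2 without litter 4. With the block as well it was 52, 6 and 3 without litters 2, 4 and 1, against 0 with every litter kept. With the 2 compared exposures alone, the first contrast gave 1 gene, Cenpf, named here after its value was seen, at a difference of 0.83 (SE 0.11, FDR 0.0487). In all libraries its difference was 0.83 (SE 0.14, FDR 0.0876).

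The FGF ligand and receptor list (5 genes tested, 6 at E10.25+24h) had medians of 0.36, 0.30 and 0.11 for E9.75+12h, E9.25+24h and E10.25+24h, with camera FDRs of 0.103, 0.0836 and 0.263 and fry FDRs of 0.0826, 0.00251 and 0.538. Fgfr4 was called at E9.75+12h (0.78, SE 0.21, FDR 0.0268), but not with the litter block (FDR 0.0684, range 0.0116 to 0.356). Fgf3 (0.94, SE 0.23, FDR 0.0258) and Fgfr3 (0.65, SE 0.17, FDR 0.0341) were called at E9.25+24h. In the fit of all libraries their FDRs were 0.0629 and 0.0979, within ranges of 2.27e-05 to 0.141 and 1.38e-04 to 0.152. Without litter 1 or 2, Fgf3 had FDRs of 0.108 and 0.141, and without litter 1, 2 or 3, Fgfr3 had FDRs of 0.152, 0.073 and 0.118. With single libraries left out, FDRs reached 0.127 for Fgfr4, 0.077 for Fgf3 and 0.0797 for Fgfr3. The list itself was called by camera without litter 2 at E9.75+12h (FDR 0.0339) and without litter 3 at E9.25+24h (FDR 0.0394).

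The otic regional list (33 genes tested) had a median of 0.21 at E9.75+12h, with 13 called, 11 of them higher, a camera FDR of 0.00274 and a fry FDR of 0.0428. Adjusted over the list alone, 19 were called. Without litter 3 the camera FDR was 0.0552, and the litter block gave a fry FDR of 0.208. At E9.25+24h the median was 0.19 with 14 called, 8 lower and 6 higher, 18 adjusted over the list alone, a camera FDR of 0.356 and a fry FDR of 0.668. The litter block gave a camera FDR of 0.046 there, without litter 3 it was 0.0276 and without the con pool of litter 3 it was 0.0436. Bmper rose by 1.14 (SE 0.11, FDR 3.35e-04) and 1.83 (SE 0.17, FDR 7.68e-04) and Pax2 by 0.78 (SE 0.12, FDR 0.00153) and 0.64 (SE 0.06, FDR 7.68e-04) in these exposures. Pax2 at E9.75+12h was not called without litter 1 (FDR 0.0562). Msx2 rose by 0.83 (SE 0.11, FDR 8.91e-04) at E9.75+12h, and Otx1 had a log2 fold change of -1.50 (SE 0.14, FDR 7.68e-04) at E9.25+24h. At E10.25+24h the median was 0.0038, with 0 called and 1 gene at an unadjusted p under 0.05. Without litter 1, 0 were called over all genes and 6 adjusted over the list alone. With the block and litter 1 left out, 8 were called, 1 of them lower, and 18 adjusted over the list alone. The camera FDR there was 0.0696 and the fry FDR 0.331. With litter 2, 3 or 4 left out, with or without the block, 0 were called.

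The otic neurogenic list (14 genes tested, 13 at E10.25+24h) had a median of 0.63 at E9.75+12h, with 7 genes called, all higher, 10 adjusted over the list alone, a camera FDR of 1.05e-05 and a fry FDR of 0.0112, which was 0.137 with the litter block. Eya2 (0.99, SE 0.13, FDR 0.00106), Tubb3 (1.02, SE 0.14, FDR 0.00125) and Neurog1 (0.78, SE 0.11, FDR 0.00144) were higher in 3 of 3 litters. Neurog1 was not called in the fit of all libraries (FDR 0.11, range 1.73e-07 to 0.11) or with the block and litter 1 left out (FDR 0.0884). At E9.25+24h the median was -0.41, with 0 called and 2 at an unadjusted p under 0.05, and a camera FDR of 0.356. It was 0.17 without the con pool of litter 4, so 1 pool set its sign. At E10.25+24h it was 0.69 with 0 called, a camera FDR of 4.31e-05 and a fry FDR of 0.652. There it was 0.05 without the R2b pool of litter 4 (camera FDR 0.999), 0.05 without litter 4 (camera FDR 0.779) and 1.13 without litter 1 (camera FDR 0.0016).

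The p53 target list (12 genes) had medians of 0.20, 0.10 and 0.06 in the order given above, with camera FDRs of 0.0556, 0.0439 and 0.054 and fry FDRs of 0.0428, 0.00656 and 0.627. With the litter block the fry FDRs of the first 2 were 0.251 and 0.0733. At E9.75+12h the median was 0.36 without litter 3 (camera FDR 0.00876). At E9.25+24h the camera call was lost without litter 4, where the median was 0.04 (FDR 0.0623), without the R2b pools of litters 2 and 4 (0.05 and 0.07) and without the con pool of litter 4 (0.06). Without litter 1 at E10.25+24h the camera FDR was 0.00338. Cdkn1a rose by 0.89 (SE 0.11, FDR 8.53e-04) at E9.75+12h and 0.94 (SE 0.11, FDR 0.00201) at E9.25+24h. Sesn2 rose by 0.76 (SE 0.12, FDR 0.00219) and 0.68 (SE 0.10, FDR 0.00347), and Trp53inp1 by 0.75 (SE 0.17, FDR 0.0114) and 0.73 (SE 0.15, FDR 0.0161). Without litter 1 at E9.75+12h Sesn2 had an FDR of 0.0746 and Trp53inp1 of 0.116. Without litters 1, 2 and 3 at E9.25+24h Trp53inp1 had FDRs of 0.073, 0.0663 and 0.0673. With single libraries left out its FDR reached 0.0519 at E9.75+12h and 0.0532 at E9.25+24h.

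Marker genes of neighbouring tissues and of sex described the composition of the pools. Blood genes had medians of -1.54, -0.98 and 1.95 in the order given above, mesenchyme genes of 0.33, 0.01 and 0.09, and endothelium genes of -0.19, -0.82 and -0.13. Camera called 1 of these, blood at E10.25+24h (FDR 2.2e-05), which fry did not (0.668). Without the R2b pool of litter 3 the median was 0.06 (FDR 0.938), without that litter it was 0.31 (FDR 0.173), and with the litter block and that litter left out it was 0.38, still called by camera (FDR 5.03e-06). Without the con pool of litter 1 the camera FDR was 0.0816. Mesenchyme at E10.25+24h was called with the litter block (camera FDR 0.0181, fry FDR 0.711). The signs and calls of these lists depended on single pools in every exposure. Without litter 2 at E9.75+12h camera called blood at -2.16 (FDR 2.20e-05) and endothelium at -1.03 (FDR 0.0338), and without litter 3 mesenchyme at 1.20 (FDR 5.28e-05). Without litter 3 at E10.25+24h it called mesenchyme at 0.55 (FDR 2.53e-06) and endothelium at 0.38 (FDR 2.18e-04), and without litter 4 mesenchyme at 0.16 (FDR 0.0093) and endothelium in the opposite direction, at -0.29 (FDR 0.0142). For example, blood at E9.25+24h was 0.87 without the con pool of litter 4, mesenchyme at E9.75+12h was -0.50 without litter 2, and endothelium at E9.75+12h was 1.08 without litter 3. Tek, of the endothelium list, had a log2 fold change of -1.41 (SE 0.34, FDR 0.0159) at E9.75+12h, and was not called without litter 1 (FDR 0.074) or litter 3 (FDR 0.099). Of the 13 hindbrain genes, 9 were not in the table, so this list cannot show whether hindbrain tissue adhered to the pools. The 4, 3 and 4 tested genes had medians of 0.87, 0.83 and 0.24, with camera FDRs of 0.0289, 0.00227 and 0.0665 and fry FDRs of 0.00656, 0.00656 and 0.627. With the litter block the fry FDRs were 0.102 and 0.0808 in the first 2 exposures. At E9.75+12h the median was 0.54 without litter 2 (camera FDR 0.0568). Without litter 1 at E10.25+24h it was 0.62 (camera FDR 0.00966). Irx3 was at 219 ± 9.36 CPM in con at E9.75+12h (SD, n = 3). It rose by 0.83 there (SE 0.09, FDR 5.57e-04) and by 0.83 at E9.25+24h (SE 0.07, FDR 4.74e-04). Summed Y-linked genes ranged from 43.0 to 230 CPM and Xist from 281 to 1511 CPM, and both were detected in every pool. Of the 5 sex-linked genes, 0 were called in each exposure, with 2, 0 and 0 at an unadjusted p under 0.05.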

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

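The splits of litters and libraries were planned, while the tests of exchanged labels, of added tissue and of the FGF readout and blood lists at E10.25+24h were chosen only after the result was seen. In 96 groups of 4 libraries, a library far from the others was looked for in each named gene; 6 were found, where 4.8 would be expected by chance.

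At E10.25+24h the library labelled con of litter 1 lay far below the others labelled con in 3 FGF readout genes. Spred2 was at 30.58 CPM against 68.36, 75.19 and 72.75, Etv4 at 7.701 against 57.42, 54.8 and 52.33, and Etv5 at 17.76 against 112.5, 112.7 and 118.3. The same library had Ighg1 at 701 CPM. Only 7.657% of the 1293 reference genes, those called the same way in both exposures that ended at E10.25, had the same direction in litter 1. That is what an exchange of the labels of its 2 libraries could give. Transgenic tissue added to the pool labelled con is excluded as the sole cause, because the library labelled R2b had only 6.687% of the Ighg1 CPM of the lowest other library so labelled. An exchange alone leaves open why that library, at 56.3 CPM, was above the 1.46 and 0.762 CPM of the libraries labelled con of litters 2 and 4. The labels were kept, and no other record of the embryos was available to settle this. No biological explanation was tested.

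At E9.25+24h a single library lay apart from its group in 3 genes. Spred2 was at 34.49 CPM in the R2b pool of litter 4 against 23.4, 22.47 and 21.29, Spred3 at 39.03 in the con pool of litter 4 against 52.69, 52.05 and 52.34, and Fgf3 at 16.54 in the con pool of litter 3 against 8.614, 9.536 and 9.897. Litter 4 was the highest and litter 3 the lowest litter for blood, mesenchyme and endothelium genes in both pools, in 3 of 3 lists, so differing amounts of adhering tissue may play a part. Whether that tissue moved these 3 genes was not tested, and no biological explanation was tested.

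In 6 tests, on 5 lists, the R2b effect differed between exposures by camera, adjusted over 18 tests; fry called none of them, with FDRs of 0.332 to 0.806. From E9.75+12h to E9.25+24h the otic regional list differed by -0.103 (camera FDR 0.0218) and the neurogenic list by -1.066 (camera FDR 7.3e-06). Of 35 ways to assign the 7 litters to the exposures, 17 gave a difference as large for the otic regional list and 4 for the neurogenic list, so chance assignment of litters could give either. Without the litter that lowers it most the otic regional value was -0.09035, so no single litter carries it. It was -0.2259 without litter 2 of E9.75+12h, however, and the difference of mean litter medians was only -0.026, so its size is not stable. For the neurogenic list that value was -0.475, without litter 4 of E9.25+24h, so that litter may carry much of it.

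From E9.25+24h to E10.25+24h the FGF readout list differed by 0.8825 (camera FDR 1.43e-09), the neurogenic list by 1.077 (camera FDR 1.77e-04), the blood list by 2.792 (camera FDR 0.0218) and the hindbrain list by -0.7007 (camera FDR 0.0417). Of 35 assignments of litters, 2, 15, 3 and 15 gave differences as large. Each shrank without a single litter of E10.25+24h: to 0.4306 for FGF readout without litter 1, 0.5227 for the neurogenic list without litter 4, 1.212 for blood without litter 3 and -0.3276 for hindbrain without litter 1. Litters of E9.25+24h did much the same for the neurogenic list, at 0.5556 without litter 4, and for hindbrain, at -0.3302 without litter 3. From 43.4% to 48.8% of each difference was left, so a single litter could carry a large part of each but not the whole. Chance assignment of litters is not excluded for any of them. A weaker effect at the later stage is not shown by these values, and the litter whose transgene counts run against its labels enters each of them.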

How the results depend on the processing

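Leaving out whole litters, with and without the litter block, was chosen only after the result was seen; the other alternatives were fixed beforehand.

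The named genes and lists of the exposures that ended at E10.25 kept direction and side of the threshold in 473 of 493 values from other settings, with 17 weaker, 2 stronger and 1 reversed. With libraries or litters left out, 845 of 1016 did, with 120 weaker, 31 stronger and 20 reversed. At E10.25+24h the numbers were 149 of 153 and 311 of 368. The FGF readout median stayed between -1.55 and -1.10 at E9.75+12h and between -1.39 and -1.18 at E9.25+24h with any library or litter left out.

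Counts of called genes moved most. At E9.75+12h the litter block gave 1775 genes against 2973, all libraries in one fit 4560, and a fold change of at least 1.5 gave 1580. Libraries or litters left out gave 267 to 4583. All libraries in one fit also moved the share of higher calls from 51.1% to 39.5%, and lost the calls of Spry4, Etv1, Neurog1 and Tek. At E9.25+24h the block gave 6086 against 2335, the fold change of at least 1.5 gave 916, and leaving out gave 322 to 6161. At E10.25+24h leaving out gave 0 to 614 against 0. Genes shared by both exposures that ended at E10.25 numbered 118 to 1193 with litters left out, 1586 with the litter block, 1887 with DESeq2, and 1250 to 1352 under the other settings, against 1295. The difference from E9.75+12h to E9.25+24h gave 1 gene in only the 2 exposures and 99 with DESeq2, against 0. With libraries or litters left out it gave 0 to 1899. The 1899 came from the litter block without litter 2 of E9.75+12h. The difference from E9.25+24h to E10.25+24h gave 73 with DESeq2 and 0 to 84 with libraries or litters left out, against 0. Fewer genes pass a fold change by construction, and fewer libraries lower the power; otherwise the cause was not tested. Among the named genes and lists within each exposure, fitted with every library, the litter block changed no other call than those given in the report. Without litter 1 at E10.25+24h it also moved fry FDRs across 0.05, from 0.0167 to 0.084 for FGF readout, from 0.0342 to 0.208 for hindbrain and from 0.143 to 0.0439 for p53 targets.

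Some medians changed sign. Mesenchyme at E9.25+24h was -6.67e-06 with all libraries in one fit. The otic regional list at E10.25+24h was -0.0039 with no filter on low counts and -0.0046 with all libraries in one fit, and -0.0471 to 0.0411 with libraries or litters left out. With libraries or litters left out, medians at E9.75+12h ran from -2.17 to 0.38 for blood, -0.50 to 1.20 for mesenchyme and -1.03 to 1.08 for endothelium. At E9.25+24h they ran from -0.58 to 0.19 for the neurogenic list, -1.94 to 0.87 for blood, -1.16 to 1.47 for mesenchyme and -2.25 to 1.22 for endothelium. At E10.25+24h they ran from -0.88 to -0.0706 for FGF readout, -0.17 to 0.67 for mesenchyme and -0.46 to 0.55 for endothelium. There Fgfr2 ran from 0.53 to 1.94 and Etv1 from -0.85 to 0.051. The cause was not tested.

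At E9.75+12h a litter left out leaves 2 against 2 libraries, which limits every call made there.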

Other observations

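The lists of G2/M and S phase genes, and the tests of even read spread and shared tissue, were chosen only after the result was seen; the predictions for the G2/M tests were written before those tests were run.

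Mitotic genes stood out among the genes whose R2b effect differed most between E9.75+12h and E9.25+24h, so lists of 54 G2/M phase and 43 S phase genes were written afterwards. The G2/M median was -0.91 at E9.75+12h with 54 genes called lower (fry FDR 0.00336), -0.32 at E9.25+24h with 37 called lower (fry FDR 0.0146) and -0.14 at E10.25+24h with 0 called (fry FDR 0.292). The S phase medians were -0.75 with 41 called lower (fry FDR 0.00599), -0.36 with 29 called lower of 30 called (fry FDR 0.0156) and -0.14 with 0 called (fry FDR 0.319). Camera gave FDRs of 1.53e-62, 2.98e-22 and 2.77e-20 for G2/M and 4.60e-33, 5.73e-18 and 2.48e-15 for S phase, in that order of exposures. At E10.25+24h 53 of 54 G2/M genes and 42 of 43 S phase genes were lower. All these FDRs are adjusted over 10 tests. Litter medians of the G2/M list were -1.071, -1.002 and -0.663 at E9.75+12h, -0.30, -0.37, -0.36 and -0.23 at E9.25+24h, and 0.25, -0.35, -0.16 and -0.28 at E10.25+24h.

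The G2/M difference from E9.75+12h to E9.25+24h had a median of 0.61 (camera FDR 1.87e-54, fry FDR 0.00336), and the S phase difference one of 0.37 (camera FDR 2.91e-15, fry FDR 0.0557). The highest median of 10000 lists matched on length, GC content and expression was 0.2419, so these properties are excluded as the cause. Less the median of all genes, the list still differed by 0.5716, which excludes library scaling. Of 35 assignments of litters to exposures 1, the real one, gave a median as high, and the highest other was 0.354. Because the list was picked on the real assignment, that count is favoured from the start and its p-values overstate the evidence. A difference between the exposures and a chance assignment of litters cannot be told apart by it. Exposure and sequencing request cannot be separated, but the effect is taken within each request. Cell division itself was not measured, and no biological explanation was tested.

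Calls were also counted with the libraries split in every other way of equal size. At E9.75+12h only the real split, 1 of 10, gave as many calls as the real labels, with 5 in the next highest. With 10 splits the share cannot go under 0.1, so this count alone decides nothing. The 1295 genes shared with the separate litters of E9.25+24h, against 235 expected and 0 opposite, argue against chance. At E9.25+24h it was 1 of 35, with 2 in the next highest. Only 8 of these splits, the real one among them, part the 2 pools of every litter. The highest other of the 8 gave 0 calls. So few splits cannot exclude chance by themselves, and the shared genes argue against it here too. At E10.25+24h 35 of 35 gave at least the 0 calls of the labels, and the split that exchanges the libraries of litter 1 gave 291. For the differences between exposures it was 35 of 35 in both, while 6 and 2 of 35 gave as many genes at an unadjusted p under 0.05 as the 1908 and 1344 of the real exposures. A count of 0 is reached by every split, so these 3 counts of calls decide nothing about chance.

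The library labelled con of litter 3 at E10.25+24h had Ighg1 at 207 CPM, 271.2 times that of the lowest library labelled con in its request. Reads spread evenly between libraries of a request are excluded by that difference. Transgenic tissue in the pool would move its reference genes toward R2b. Its score on the E9.25+24h effect was -0.2404, which put it 12.1% and 12.2% of the way from the con to the R2b libraries of litters 2 and 4. A mixture with its share of Ighg1, 17.5% and 24.1% of those R2b libraries, would be 20.5% and 27.1% of the way. The R2b library of litter 3 itself scored 0.0457, against 0.360 and 0.214 for those of litters 2 and 4. A mixture with the R2b library of litter 3 was not computed. Tissue in the pool and its absence cannot be told apart by these scores. No biological explanation was tested.

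At E9.25+24h, litter 4 had blood genes summing to 1629 CPM in con and 635 in R2b, and litter 3 to 9.84 and 12.8. Mesenchyme genes summed to 1281 and 1181 against 76.1 and 83.9, and endothelium genes to 286 and 135 against 15.8 and 15.5. The same litters were highest and lowest in both pools for 3 of 3 lists, as adhering tissue shared by the pools of a litter may give. At E10.25+24h the R2b pool of litter 3 had blood genes at 5206 CPM.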
